# Global gene expression analysis of lenses from different mouse strains and in the *α3Cx46* knockout mouse

**Published:** 2010-01-27

**Authors:** Yajun Tang, Thomas E. Crowley, Nalin M. Kumar

## Abstract

**Purpose:**

Disruption of the mouse gene encoding the gap junction subunit α3 connexin 46 (*α3Cx46*) results in the formation of lens cataracts that have a severity affected by the genetic background of the mouse strain. To identify the genes that influence the severity of the nuclear opacity, global gene expression was analyzed in lenses from the 129SvJae strain and compared to the C57BL/6J strain.

**Methods:**

Lens transcripts were subjected to cDNA microarray analysis. Results on selected genes were confirmed by real-time PCR.

**Results:**

Genes that were determined to be altered in expression levels as a result of strain differences could be clustered into three groups: energy metabolism, stress response, and cell growth.

**Conclusions:**

There were no observed changes in gene expression as a result of the lack of *α3Cx46* in the different mouse strains, suggesting that the pathways mediated by this connexin do not influence gene transcription in the lens. Analysis of the transcript changes due to strain differences provides new insights into potential genetic modifiers of cataractogenesis. More detailed experimentation will be needed to determine if these observed changes do indeed affect cataractogenesis.

## Introduction

The mammalian lens is made up of three cell types: cuboidal epithelial cells, differentiating fiber (DF) cells, and mature fiber (MF) cells. The epithelial cells form a layer covering the anterior surface, and the cells at the equator differentiate to generate fiber cells by elimination of their nuclei and other organelles and elongate by expressing unique sets of proteins, including the crystallins. There are 16 distinct crystallins, and their abundance in the cytoplasm of fiber cells is critical for lens function [1]. DF cells migrate inward to become the MF cells in the center or “nucleus” of the lens [2,3].

During development of the mouse lens, gap junctional intercellular communication (GJIC) exists at epithelial–epithelial, fiber–fiber, and epithelial–fiber cell interfaces. Gap junctions are formed between adjacent cells by the contact of connexon hemichannels in each plasma membrane. Each connexon can be a hetero- or homo-hexamer of connexin (Cx) subunits. At least three connexin isotypes are expressed in the mammalian lens: α1x43, α3Cx46, and α8Cx50. It is well established that the epithelial cells express α1Cx43 and that there is a switch to α3Cx46 and α8Cx50 expression upon differentiation into fiber cells [4,5].

Like many other late-life diseases, such as Alzheimer disease and cancers, cataracts are conformational diseases in which there are unfolded or misfolded proteins that can form aggregates. In mice, targeted disruption of either gene coding for α3Cx46 or α8Cx50 resulted in cataracts. Disruption of *α3Cx46* induces age-dependent nuclear cataracts similar to human senile cataracts [6,7], while disruption of *α8Cx50* results in microphthalmia and zonular pulverent nuclear cataracts [4,5].

Column chromatography and immunoblot assays of lens protein preparations from wild-type (WT) and *α3Cx46* knockout (KO) mice with the 129SvJae background indicated that the opacity in the KO mouse is caused by aggregates of crystallin proteins that were at least partially induced by proteolytic cleavage of γ-crystallin [7]. At one month of age, γ-crystallin was detected in the insoluble fraction of lens homogenates from *α3Cx46* KO mice. A portion of the γ-crystallin (20 kDa when intact) is cleaved by a lens protease at this age, generating 9- and 11-kDa peptides. Moreover, the degree of the nuclear opacity in the *α3Cx46* KO lens was observed to be influenced by the genetic background of the mouse strains [8]. While *α3Cx46* KO mice on the 129SvJae background had severe cataracts associated with γ-crystallin cleavage, *α3Cx46* KO mice on the C57BL/6J background had far milder cataracts with no detectable γ-crystallin cleavage.

Recent technological advancements have made analysis of complex mixtures of transcripts as well as proteins feasible by microarray and proteomic approaches, respectively. Several transcript profilings of mouse lenses have provided insights into the molecular pathways that are differentially regulated during lens development, cataractogenesis, and in lenses of KO mice [9-16]. Proteomic methods have been applied to characterization of the mouse lens proteome [1,17-19]. Recently, using a global proteomic analysis of the C57BL/6J, 129SvJae, and the *α3Cx46* KO strains, several potential genetic modifiers for cataractogenesis were identified [20]. As a complement to this study, a global analysis of total lens RNA from these strains was also done and is reported in the current study.

The goal of the present study was to determine if there were differences in transcript expression between the lenses of two mouse strains (129SvJae and C57BL/6J) as well as between *α3Cx46* KO and WT mice. The former comparison is likely to identify potential candidate genes that prevent (or promote) cataract formation, whereas the latter comparison may provide insights into the mechanism by which cataract formation occurs in the *α3Cx46* KO mice. Microarray and real-time PCR approaches were used to determine these potential changes.

## Methods

### RNA preparation

The mice used in this study have been previously described [7,8] and were sacrificed by carbon dioxide asphyxiation followed by cervical dislocation. All animal experiments were performed according to the ARVO Statement for the Use of Animals in Ophthalmic and Vision Research as well as the guidelines established by the Animal Care Committee of the University of Illinois at Chicago. Lenses from 10-day-old WT or *α3Cx46* KO mice [7] with either a 129SvJae or C57BL/6J background were dissected in RNase-free medium, transferred immediately into extraction reagent (TRIzol; Invitrogen-Gibco, Rockville, MD) on ice, and stored at −80 °C. Briefly, pools of 20-30 lenses were homogenized in Trizol solution to lyse cells and solubilize the RNA. Then 20% (vol/vol) chloroform was added to separate aqueous and organic phases, followed by added equal volume of 70% ethanol to the aqueous phase. Finally, RNA was further purified using an RNAeasy Mini Kit (Qiagen, Valencia, CA,) using the buffers provided in the kit. RNA was eluted from the spin columns by using RNAase-free water. Concentration and RNA quality were assessed via spectrophotometry and denaturing agarose gel electrophoresis. All isolated total RNA had a 260/280 nm ratio of more than 1.8. RNA integrity was verified by inspection of the 28S and 18S rRNA bands on denaturing formaldehyde agarose gels (1.2%) after staining with ethidium bromide and determining by densitometry that the ratio of the bands was about 2 (28S:18S) as expected from the RNA length [7].

### Gene microarray hybridization

RNA samples for microarray analysis were prepared and hybridized to Mu74Av2 gene chips (Affymetrix, Santa Clara, CA) containing over 12,000 murine gene sequences as per the manufacturer’s protocol [21]. Briefly, total RNA was used for reverse transcription synthesis of double-stranded cDNA with the Superscript Choice System (Invitrogen-Gibco, Carlsbad, CA). The purified, double-stranded cDNA was then used for in vitro transcription, incorporating biotin-labeled nucleotide triphosphates with an RNA transcript labeling kit (BioArray High Yield; Enzo Biochem, New York, NY). The resulting cRNA was purified, fragmented, mixed with manufacturer-supplied control polynucleotides (a biotin-labeled oligonucleotide and four control cRNA sequences), and hybridized to the chip. After hybridization, the chip was washed, stained with streptavidin-conjugated phycoerythrin dye (Molecular Probes, Eugene, OR), and scanned on a chip reader (Affymetrix).

### Microarray data analysis

Affymetrix Microarray Suite (MS) 5.0 was used for data analysis. The statistical algorithms in the MS 5.0 suite process the raw GeneChip probe set data to generate expression values (Signals and LogRatios), detection and change calls, and associated p values. The data were scaled to a mean intensity of 250. To identify gene expression patterns that were significantly different between any two given groups, the following criteria were used: (1) a fold change ≥1.8; (2) at least one of the arbitrary expression levels was greater than 50; and (3) a *t *statistic, p≤0.01. Microarray data have been deposited on the GEO website (access number GSE5645).

### Real-Time PCR

Out of over 12,000 DNA sequences present on the chip, a statistically significant signal was obtained for about 3,000 genes using RNA from 10-day-old mouse lenses. The microarray gene expression data were verified by real-time PCR for the group of selected genes that are listed (Table 1). Total RNA was isolated from a minimum of six lenses from 10-day-old mice, and 2 µg of total RNA was used for generation of cDNA by reverse transcription using a kit following the manufacturer’s protocol (cMaster RT; Eppendorf AG, Hamburg, Germany). Briefly, total RNA was DNAse treated with RNase-free DNAseI (Promega, Madison, WI), and reverse transcription was performedusing random primers and the cMaster reverse transcriptase. After incubation at 50 ^°^C for 60 min, the reaction was stopped by heating to 85^ °^C for 10 min. Real-time PCR was performed on the cDNA with the product detected by using SYBR Green I dye (Invitrogen-Gibco, Carlsbad, CA). A SmartCycler (Cepheid, Sunnyvale, California) was used for real-time PCR. Hot-start PCR was performed by using HotMaster Taq DNA polymerase (Eppendorf AG). Each reaction (25 µl) contained 5 µl of cDNA dilution, 1× SYBR Green I dye, 2.5 mM Mg^2+^, 0.2 mM deoxynucleotide triphosphates, 0.1µM of each primer, and 1.25U HotMaster Taq DNA polymerase. Duplicate reactions were prepared for each dilution along with a no-template negative control (water control). The cycling conditions consisted of 1 cycle at 95 °C for 100 s for denaturation, followed by 40 three-step cycles for amplification (each cycle consisted of 95 °C incubation for 20 s, an appropriate annealing temperature [based on the primer sequence] for 10 s, and product elongation at 70 °C incubation for 20 s). The annealing temperature for each primer pair was 2 ^°^C less than the calculated melting temperature, which was determined by use of the program, Oligo Calc. The melting curve cycle was generated after PCR amplification. Each sample was analyzed twice by real-time PCR, and fold changes were calculated by averaging the fold increase from three individual RNA samples prepared from pools of lenses of the same genotype and age.

**Table 1:** Primers used in real time PCR analysis.

**Gene**	**Type**	**Sequence**
*18S*	Forward	AATTGACGGAAGGGCACCAC
* *	Reverse	GTGCAGCCCCGGACATCTTAAG
*Alox15*	Forward	CCACCACCTAAAACCAAGGA
* *	Reverse	ATGGCCACGCTGTTTTCTAC
*Bckdhb*	Forward	ACTCTAGTTGCCTGGGGCAC
* *	Reverse	GGTGTCATATCCGCAAACTCGA
*Car2*	Forward	GCAAGAGGCCATGTCTGCTC
* *	Reverse	GGAAGCGTGCGGCCTTTGCT
*Bfsp2*	Forward	GCCAAGTCCAGAGTCTCCAG
* *	Reverse	TCTGTAGCTGGCTCTTGCAC
*Col6a3*	Forward	ACAGCCAGACCTGCATTAGC
* *	Reverse	GACTTCTCGGGACACTCTCG
*Crybb1*	Forward	GGGACACCTGGACCAGCAGT
* *	Reverse	CGCCAGGCTCCAGCAGATA
*Ctsl*	Forward	TGAACCCAACTGTAGCAGCA
* *	Reverse	TCACGACAGGATAGCTGGC
*Epb4.1l4a*	Forward	CAAGCAGAGGAGGAGGTCAC
* *	Reverse	GTGTCTGGATCTCCGGTTGT
*Gas5*	Forward	GTGGGATCTCACAGCCAGTT
* *	Reverse	AATGAACAAGCATGCAACCA
*Hsp25*	Forward	TCTCTCGGTGCTTCACCC
* *	Reverse	ATGGCTTCTACTTGGCTCCA
*Tom1*	Forward	CACAGATGTGGGGAACAGTG
* *	Reverse	GTCCTTCTCCTGGGTCTTCC
*Tsc2*	Forward	GATCCAACCCCACTGACATC
* *	Reverse	GCCTGTTTCATAGGTGGGTG

Assuming rRNA levels did not change, the samples were normalized to the 18S rRNA. The validity of this assumption is supported by the real-time PCR results being similar to the microarray chip data, the latter being normalized to several different housekeeping genes. The specificity of the reaction was monitored by determination of the product melting temperature. The absence of significant additional peaks indicates that essentially only one specific product was generated. Semiquantitative agarose gel analysis of real-time PCR products of some of the selected genes also confirmed the microarray and real-time PCR data.

## Results

### Interstrain variation in transcript expression

Global gene expression analysis using cDNA microarrays was performed on cDNA prepared from lens mRNA preparations isolated from two mouse strains to identify transcripts with altered expression. Lens gene expression was compared between 10-day-old lenses from both the129SvJae and C57BL/6J mouse strains with either a *α3Cx46* WT or *α3Cx46* KO genotype (Table 2). 

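The comparison rests on 8 arrays, 2 for each of 4 groups: 129SvJae WT, 129SvJae α3Cx46 KO, C57BL/6J WT and C57BL/6J α3Cx46 KO lenses, all taken at 10 days of age. 129SvJae and C57BL/6J are inbred mouse strains, and KO lenses lack the gap junction subunit connexin 46, which fiber cells express from Gja3. Each array received RNA from a pool of lenses. The labels call the 2 arrays of a group separate samples, but no source used here says whether the pools came from separate animals, so the p-values measure the spread between these samples, which may be technical. The authors hybridized 1 sample per MG-U74Av2 chip, summarized each probe set (a group of short oligonucleotides for 1 transcript) as a signal in Microarray Suite 5.0, and scaled every array to a mean intensity of 250. The deposited signals had a trimmed mean of 250.2 on every array with 2% taken off each end. Median signals were 111 and 95.1 in the 129SvJae WT arrays, 102 and 85.2 in 129SvJae KO, 114 and 93.5 in C57BL/6J WT and 109 and 90.9 in C57BL/6J KO, in each group for replicate 1 and then replicate 2. Between 7637 and 8602 probe sets per array had a signal above 50. The Spearman correlation between the replicates of a group, across probe sets, was 0.834, 0.875, 0.815 and 0.863 in the same order of groups. Replicate 1 of all 4 groups was scanned in 1 session, replicate 2 of 3 groups in a second session, and 129SvJae WT replicate 2 alone in another. The run record of C57BL/6J WT replicate 1 notes a fluidics error. Of 12488 probe sets, 66 controls were left out, and the 10078 with a mean signal above 50 in at least 1 group were tested. The log2 signals of all 8 arrays entered 1 limma fit with 4 group means, and a probe set is called where its Benjamini-Hochberg adjusted p is under 0.05. Log2 ratios are C57BL/6J over 129SvJae for the strains, in WT lenses, in KO lenses or averaged over both genotypes (4 arrays against 4), and KO over WT for the genotype. The scaling, the level of 50 and the shared estimate of spread are the choices that could change the numbers, and 2 arrays per group limit the precision.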

The latter comparison was included to address the possibility that disruption of gap junctions due to the absence of *α3Cx46* might affect transcription of some genes. One objective of this study was to determine which genes may be involved in initiation or prevention of cataractogenesis. Thus, lenses from 10-day old mice were used because there were no observable cataracts at this age; cataract is typically detected at about 11.5 days in the *α3Cx46* KO mouse. By using lenses before the cataract, complications of the opacity affecting gene expression were avoided. For some of the genes that showed significant interstrain variation in expression, the microarray results were verified using real-time PCR on the same four cDNA preparations (i.e., 129SvJae and C57BL/6J with or without the *α3Cx46* gene disruption) (Table 3 and Table 4). In addition, real-time PCR assays were performed for some genes or proteins known to be expressed in the lens, such as *Hsp25* [20], but not included on the Affymetrix chip for microarray analysis.

**Table 2:** Gene expression changes greater than 1.8 in the lenses of 10-day-old C57BL/6J mice relative to expression in 129SvJae, in both WT and *α3Cx46* KO mice.

**Gene**	**Encoded protein**	**GenBank accession**	**Ratio (C57/129)**	
			***α3Cx46* WT**	***α3Cx46* KO**
**Growth regulation**				
*Gas5*	growth arrest specific 5	AI849615	17.1	13.5
*Myd116*	protein phosphatase 1, regulatory subunit 15A	X51829	3.4*	2.5
*Alox15*	arachidonate 15-lipoxygenase	L34570	2.4	2.9
*erdr1*	erythroid differentiation regulator 1	AJ007909	2.5	3.6
*Tsc2*	tuberous sclerosis 2	U39818	2.3	1.9
*SASH1*	SAM and SH3 domain-containing 1	AI837786	2.3	2.5
*Eif2s2*	eukaryotic translation initiation factor 2	AW125491	−1.9	−1.9
*ZDHHC5*	zinc finger, DHHC domain-containing 5	AI853561	−3	−2†
*ZFP728*	zinc Finger protein 728	AI152353	2.5	3.2
*Dbi*	diazepam binding inhibitor	X61431	−2.5*	−2.1
**Intracellular Trafficking**				
*Trappc5*	trafficking protein particle complex 5	AW120965	5.3	3
*Arl10c*	ADP-ribosylation factor-like 10C	AA822412	5.9	1.6*
*Tbc1d15*	TBC1 domain family, member 15	AI19433	2.4	5.3
*Tom1*	target of myb1 homolog (chicken)	AJ006972	1.9	2†
Metabolism and catabolism				
*Mod1*	malic enzyme, supernatant	J02652	2.4	1.8
*Atp7a*	ATPase, Cu++ transporting, α polypeptide	U03434	2.4	1.2†
*HGSNAT*	Heparan-alpha-glucosaminide N-acetyltransferase	AW125274	1.9	2.5
*Uble1a*	ubiquitin-like 1 activating enzyme E1A	AB024303	−1.6*	−1.9
*Ctsl*	cathepsin L	X06086	−1.8	−1.9
*Car2*	carbonic anhydrase 2	M25944	−1.9	−1.8
*Gad1*	L-glutamate decarboxylase	M55253	−2.2	−2.4
*Bckdhb*	branched chain ketoacid dehydrogenase E1,beta polypeptide	L16992	−2.7	−3.9
**Cytoskeleton**				
*Epb4.1l4a*	erythrocyte protein band 4.1-like 4a	D28818	2.5	2.6
*Tpm4*	tropomyosin 4	AI835858	−3.7	−3
**Cell signaling**				
*Pkig*	protein kinase inhibitor-γ	U97170	2.1	1.4*
*Gnb1*	guanine nucleotide binding protein, beta 1	U29055	−1.9	−1.9
*F2r*	coagulation factor II (thrombin) receptor	AW123850	−2	−1.9
*Uhmk1*	U2AF homology motif (UHM) kinase 1	AI846236	−2.4	−1.5†
**Transcription factor**				
*Gatad2a*	GATA zinc finger domain containing 2A	AI840824	2.7	2.2
*Ctbp2*	C-terminal binding protein 2	AW120820	1.8†	1.9
**Miscellaneous**				
*Col6a3*	procollagen VI- α3	AF064749	5.5	3.9
*Rsad2*	viperin	AA204579	6.5	5.1
*Fv4*	Friend virus susceptibility 4	C78850	4.9	8.9
*Rbp1*	retinol binding protein 1	X60367	3.5	2.9
*Hfe*	hemochromatosis	Y12650	2.9	2.7
*Snhg6*	small nucleolar RNA host gene 6	AA874329	2.6	4.4
*Sf3b5*	splicing factor 3b, subunit 5	AW047746	1.9	1.4†
*Cdv3*	carnitine deficiency-associated gene	AI837005	−1.7	−1.8
*Kctd12*	potassium channel tetramerisation domain 2	AI842065	−2.1	−1.5†
*Xist*	inactive X specific transcripts	L04961	−3	1.4
*Hebp1*	heme binding protein 1	AB013095	−7.2	−6.7
**Unknown**				
*BC056474*	cDNA sequence BC056474	AI853136	3.6	2.3
*6720463E02Rik*	RIKEN cDNA 6720463E02 gene	AI836322	3.5†	2.4
*1810058I24Rik*	RIKEN cDNA 1810058I24 gene	AI194274	−2.5	−2.5
*2510049I19Rik*	RIKEN cDNA 2510049I19 gene	AW258842	−4.8	−6.7
*1810037I17Rik*	RIKEN cDNA 1810037I17 gene	AW047207	−7	−6.1

*p<0.05, †p>0.05, all other data p<0.01.

**Table 3:** Expression of genes in the lenses of 10-day-old C57BL/6J mice relative to expression in 129SvJae in both WT and *α3Cx46* KO mice. Genes assayed by both microarray and real-time PCR.

**Gene**	**Encoded protein**	**Ratio (C57/129) by Microarray**		**Ratio (C57/129) by Real-time PCR**	
		***α3Cx46* WT**	***α3Cx46* KO**	***α3Cx46* WT**	***α3Cx46* KO**
*Alox15*	arachidonate 15-lipoxygenase	2.4	2.9	2.9	3.6
*Bckdhb*	branched chain ketoacid dehydrogenase	−2.7	−3.9	−13	−8.5
*Car2*	carbonic anhydrase 2	−1.9	−1.8	−3.9	−2.4
*Col6a3*	procollagen VI-α3	5.5	3.9	2.3	2.2
*Ctsl*	cathepsin L	−1.8	−1.9	−2.1	−2.4
*Epb4.1l4a*	erythrocyte protein band 4.1-like 4a	2.5	2.6	1.6	1.4
*Gas5*	growth arrest specific 5	17.1	13.5	4.4	3.8
*Tom1*	target of myb1 homolog (chicken)	1.9	2	1.5	3.2
*Tsc2*	tuberous sclerosis 2	2.3	1.9	2.1	2.3

**Table 4:** Expression of genes in the lenses of 10-day-old C57BL/6J mice relative to expression in 129SvJae in both WT and *α3Cx46* KO mice. Genes only assayed by real-time PCR.

**Gene**	**Encoded protein**	**GenBank accession**	**Ratio (C57/129) by Real-time PCR**	
			***α3Cx46* WT**	***α3Cx46* KO**
*Bfsp2*	beaded filament structural protein 2	NM001002896	6.6	10.9
*Crybb1*	crystallin, beta B1	NM023695	1.3	1.2
*Hsp25*	heat shock protein 25	L07577	4.3	4.5

The data obtained (Table 2, Table 3, and Table 4) corroborate the findings of other researchers [22,23] that transcripts encoding the beaded filament structural protein 2 (BFSP2, also known as cytoskeletal protein 49 [CP49] or phakinin) are dramatically reduced in the lenses of 129SvJae mice relative to C57BL/6J mice. Real-time PCR analysis showed that 129SvJae mice carrying *α3Cx46* WT have a 6.6 fold reduced level while those carrying *α3Cx46* KO have a 10.9 fold reduction in transcript levels for *Cp49* when compared to the C57BL/6J strain (Table 3 and Table 4). It has been previously determined that in the 129SvJ strain the *Cp49* gene contains a premature stop codon [22,23]. 

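Filensin, an intermediate filament protein of lens fiber cells, is encoded by Bfsp1. Its signal was 25568 ± 5024 (SD, n = 2) in 129SvJae WT lenses and 29713 ± 1366 (SD, n = 2) in C57BL/6J WT lenses. In KO lenses it was 24316 ± 462 (SD, n = 2) on the 129SvJae and 28064 ± 1154 (SD, n = 2) on the C57BL/6J background. Averaged over genotypes the log2 ratio was 0.22 (SE 0.14, adjusted p = 0.856) from limma, so the difference did not pass the test. The ratio was 0.23 (SE 0.19, adjusted p = 0.916) in WT lenses and 0.21 (SE 0.19, adjusted p = 1.00) in KO lenses by the same test. Bfsp2, its partner in the beaded filaments of fiber cells, was not analysed here.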

Filensen, a partner of CP49 in beaded filaments was not significantly altered in expression at the RNA level. In addition, significant differences in the levels of expression of 45 other genes were observed (Table 2) from about 3,000 genes that were determined to be expressed in the lens. 

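Averaged over genotypes, 37 probe sets of 30 named genes differed between the strains, 26 higher and 11 lower in C57BL/6J lenses. Among the higher genes, Snhg6, the host transcript of a small nucleolar RNA, had a log2 ratio of 1.83 (SE 0.19, adjusted p = 5.01e-04) from limma, with signals of 393 ± 8.53 (SD, n = 2) in 129SvJae WT and 1114 ± 359 (SD, n = 2) in C57BL/6J WT lenses. Trappc5, a subunit of the complex that tethers transport vesicles, had a log2 ratio of 2.07 (SE 0.26, adjusted p = 0.00258) by the same test. Erdr1 had a log2 ratio of 1.63 (SE 0.22, adjusted p = 0.00361) by limma through its brighter probe set, while the dimmer one had 0.00 (SE 0.38). Among the lower genes, Tpm4, a tropomyosin of the actin cytoskeleton, had a log2 ratio of -1.80 (SE 0.16, adjusted p = 9.89e-05) from limma, with signals of 2558 ± 7.39 (SD, n = 2) and 584 ± 0.393 (SD, n = 2) in WT lenses of 129SvJae and C57BL/6J. Of the 46 entries of Table 2, 42 could be matched to a tested probe set, and all 42 had the direction of Table 2 in WT and in KO lenses. Of these, 12 were called higher and 9 lower by limma averaged over genotypes. Adjusted over the list alone, 40 passed, which is not independent evidence because the study chose the list on these arrays. In each of the 4 pairs of arrays with the same replicate number and genotype, 39 of the 42 had the same direction. The count of 37 called probe sets was 58 with the replicate number as a block, 86 with the scan session as a block, 19 with arrays centred on the median, 1 (Gas5) without a trend in the variance prior, and 20 or 21 by the methods' t-test on log2 or linear signals after Benjamini-Hochberg adjustment. Snhg6 (adjusted p = 0.135), Trappc5 (0.103) and Erdr1 (0.184) were not among the 20. The count was 24 without 129SvJae KO replicate 1, 18 without 129SvJae KO replicate 2, 21 without C57BL/6J KO replicate 1 and 19 without C57BL/6J KO replicate 2.

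**Figure D1:**
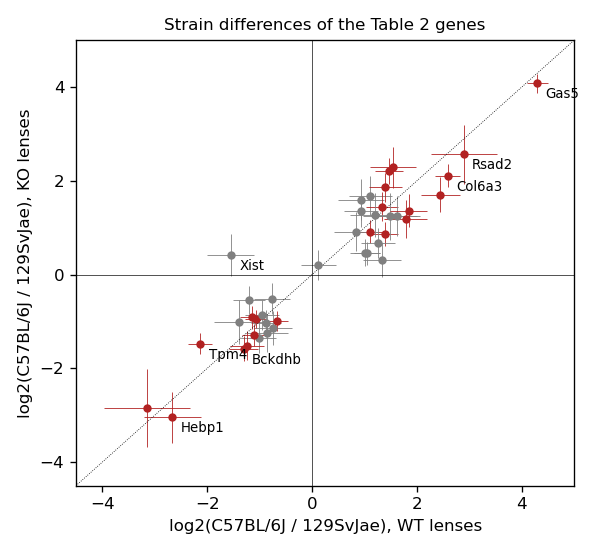
Log2 ratios of C57BL/6J to 129SvJae signals for 42 entries of Table 2, in WT lenses (x axis) and KO lenses (y axis), from 2 arrays per group. Points are limma estimates with standard errors (red for the 21 entries called averaged over genotypes, gray for the others), the dotted line marks equal ratios, Gas5 lies farthest to the upper right, and 41 of 42 entries have the same sign on both axes.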

The functions of the proteins coded by these genes are quite diverse, including apoptosis, growth regulation and differentiation, cell–cell and cell–matrix adhesion, cytoskeleton, protein synthesis, metabolic regulation, heavy metal ion transport, intracellular and intercellular signaling, transcription regulation, and intracellular trafficking.

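By the classes of Table 2, the growth regulation entries were mostly higher in C57BL/6J lenses: of 10 tested, 5 were called higher and none lower, and adjusted over the list alone 7 were higher and 3 lower. They include Gas5 and Erdr1. In intracellular trafficking 2 of 3 entries were called higher, among them Trappc5, and the same 2 adjusted over the list alone. The third, Tbc1d15, was called through another probe set, looked at after the values were seen, at 2.11 (SE 0.34, adjusted p = 0.0129 from limma). Of 7 metabolism and catabolism entries 2 were called, both lower (Bckdhb and the lysosomal protease Ctsl), and adjusted over the list alone 3 were higher and 4 lower. Of the 4 cell signaling entries 1 was called, lower in C57BL/6J (1 higher and 3 lower adjusted over the list alone), and of the 2 cytoskeleton entries 1 was called higher and 1, Tpm4, lower (as adjusted over the list alone). Neither transcription factor entry passed limma over all probe sets: the log2 ratio of Gatad2a was 1.43 (SE 0.30, adjusted p = 0.0783) and that of Ctbp2, a corepressor, 0.87 (SE 0.29, adjusted p = 0.432), although both passed adjusted over the list alone, a list the study chose on these arrays. Gatad2a passed with the scan session as a block (adjusted p = 0.0257 from limma). A second Gatad2a probe set was called at 1.14 (SE 0.22, adjusted p = 0.0496 from limma), while the brightest had 0.16 (SE 0.17). A dim one had -0.59 (SE 0.97). Miscellaneous entries gave 3 higher and 2 lower of 9, and the 5 of unknown function 1 higher and 3 lower (5 and 3, and 2 and 3, adjusted over the list alone). Among the miscellaneous entries Cdv3 was called lower at -0.83 (SE 0.15, adjusted p = 0.0325 from limma). A dimmer Cdv3 probe set had the opposite sign, at 0.63 (SE 0.43). With the replicate number as a block, limma called 25 entries. The block added Alox15 and Sash1 (growth regulation), the entry Gad1 (metabolism and catabolism) and Gnb1 (cell signaling). The probe set of the entry Gad1 is annotated Myo5b. Of the 21 called entries, 9 were called whichever of the 8 arrays was left out: Gas5, Erdr1, Trappc5, Ctsl, Bckdhb, Tpm4, Col6a3, Snhg6 and 1810058I24Rik. The 21 became 11 without 129SvJae KO replicate 2 or C57BL/6J KO replicate 2 and 12 without replicate 1 of either KO group.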

Comparison of expression changes between the C57BL/6J and 129SvJae strains indicated dramatic differences for genes encoding: (1) the growth arrest specific 5 (*Gas5*) transcript [24-26]; (2) branched-chain ketoacid dehydrogenase E1-β (*Bckdhb*), which has a role in amino acid catabolism [27]; (3) heme-binding protein 1 (*Hebp1*); (4) procollagen VI-α3 (C*ol6a3*); and (5) heat shock protein 25 (*Hspb1*; *Hsp25*) [28]. 

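Gas5, a noncoding host of small nucleolar RNAs that accumulates in growth-arrested cells, had the largest strain difference of the called probe sets. Its signal was 836 ± 65.2 (SD, n = 2) in 129SvJae WT and 16555 ± 3591 (SD, n = 2) in C57BL/6J WT lenses, and 791 ± 15.2 (SD, n = 2) and 13406 ± 167 (SD, n = 2) in the KO lenses of the same strains. The log2 ratio averaged over genotypes was 4.19 (SE 0.14, adjusted p = 2.28e-09) from limma. A dim probe set of the gene had a log2 ratio of 1.18 (SE 0.71, adjusted p = 0.852 from limma). Col6a3, a chain of collagen VI of the extracellular matrix, was higher in C57BL/6J by a log2 ratio of 2.35 (SE 0.17, adjusted p = 1.17e-05) from limma, at 414 ± 60.5 (SD, n = 2) in 129SvJae WT and 2496 ± 469 (SD, n = 2) in C57BL/6J WT. The 2 other genes were lower in C57BL/6J. Bckdhb, of the breakdown of branched-chain amino acids, had a log2 ratio of -1.44 (SE 0.19, adjusted p = 0.00361) from limma, with signals of 1391 ± 328 (SD, n = 2) and 563 ± 133 (SD, n = 2) in WT lenses of 129SvJae and C57BL/6J. Hebp1, a heme-binding protein, had a log2 ratio of -2.85 (SE 0.38, adjusted p = 0.00361) from limma and signals of 257 ± 19.8 (SD, n = 2) and 41.2 ± 11.3 (SD, n = 2) in the same groups. All 4 of its C57BL/6J signals are under 50, so the size of that ratio is imprecise, and with signals under 50 set to 50 it was -2.55 (adjusted p = 0.00846), a bound from below on its size. A probe set annotated Hspb1, a small heat shock protein, had dim signals, most of them under 50. In WT lenses they were 57.3 ± 62.4 (SD, n = 2) in 129SvJae and 13.3 ± 2.62 (SD, n = 2) in C57BL/6J. In KO lenses they were 20.0 ± 18.8 (SD, n = 2) in 129SvJae and 73.5 ± 67.3 (SD, n = 2) in C57BL/6J. Its log2 ratio of 0.22 (SE 0.95, adjusted p = 0.980) did not pass limma, and averages -1.47 in WT and 1.91 in KO lenses. Such signals are close to background, so this array test cannot decide whether Hsp25 differs between the strains. The paper's higher Hsp25 transcript in C57BL/6J lenses rests on real-time PCR, which these signals do not test. Hebp1 lost its call without 129SvJae KO replicate 2 (adjusted p = 0.0568 from limma), and Bckdhb by the methods' t-test on log2 signals after adjustment (0.0650).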

Interestingly, there were also differences in expression levels for proteins involved in oxidation, such as cytoplasmic NADP^+^-dependent malic enzyme (*Mod1*), which transfers hydride ions from mitochondrial NADH to cytoplasmic NADP^+^ [29]; Cu^2+^ transporting ATPase (*Atp7a*), which plays an essential role in maintaining the full activity of Cu; Zn-superoxide dismutase 3 (S*od3*) through transporting copper to SOD3 in the trans-Golgi network [30]; and hemochromatosis (*Hfe*) transcript, which is involved in oxidative damage in the colon and mammary tissue in HFE-null mutant mice [31]. 

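Me1 (Mod1), Atp7a, Sod3 and Hfe had higher mean log2 signals in C57BL/6J lenses, and none passed limma over all probe sets. Me1, cytosolic malic enzyme and a source of NADPH, had a log2 ratio of 0.97 (SE 0.23, adjusted p = 0.145) and signals of 219.8 ± 15.0 (SD, n = 2) in 129SvJae WT and 531 ± 112 (SD, n = 2) in C57BL/6J WT lenses. Hfe, a regulator of iron uptake, had a log2 ratio of 1.36 (SE 0.36, adjusted p = 0.211) from limma. Atp7a, the copper transporter, had 0.82 (SE 0.26, adjusted p = 0.373) from limma through the probe set of Table 2, and 0.09 (SE 0.22) through a brighter one. Sod3, extracellular superoxide dismutase, had 0.77 (SE 0.38, adjusted p = 0.762) from limma, and its ratio was 1.60 (SE 0.54) in WT and -0.06 (SE 0.54) in KO lenses. Of 37 tested genes of antioxidant defence, 22 had a positive and 15 a negative ratio, with a median of 0.08. None was called over all probe sets by limma (4 at an unadjusted p under 0.05, and none by the methods' t-test), and adjusted over the list alone 2, Me1 and Hfe, were higher. The list as a group did not pass camera (adjusted p = 0.350). Peroxiredoxin 2 (Prdx2) had a log2 ratio of -0.43 (SE 0.14, adjusted p = 0.386 from limma). Without 129SvJae WT replicate 1, Hfe passed limma at a log2 ratio of 1.79 (adjusted p = 0.0259).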

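Across the entries of Table 2, the strain differences of WT and KO lenses ran the same way for 41 of 42 genes, and 23 had the larger ratio in WT lenses. Trappc5 had a log2 ratio of 2.44 (SE 0.37) in WT and 1.70 (SE 0.37) in KO lenses, and Bckdhb -1.31 (SE 0.27) and -1.58 (SE 0.27). The exception was Xist, the RNA of the inactive X chromosome, at -1.55 (SE 0.45) in WT and 0.42 (SE 0.45) in KO lenses. Its signals were 536 and 259 in replicates 1 and 2 of 129SvJae WT. The sources used here do not give the sex of the pooled mice, and the cause was not tested for Xist. The difference between its ratios was 1.97 (SE 0.64, adjusted p = 1.00 from limma, and 0.351 adjusted over the list alone). This interaction of strain and genotype was called by limma for none of the 10078 probe sets (213 at an unadjusted p under 0.05), nor for any Table 2 entry adjusted over the list alone, and no other tool was run for it. Leaving out 129SvJae WT replicate 2 gave 1 interaction call. Over the 37 probe sets called averaged over genotypes, all had the same sign in WT and KO lenses, as their selection on the average favors, and the ratios correlated across probe sets at r = 0.972. Over all tested probe sets r was 0.0986 and rho 0.109, and probe sets are not independent replicates. Taken alone, WT lenses gave 7 called probe sets, 5 higher and 2 lower in C57BL/6J, and KO lenses 9, 8 higher and 1 lower (7 and 0 after quantile normalization, 3 and 0 with arrays centred on the median). The WT count was 16 with the replicate number as a block, 13 higher and 3 lower, 38 with the scan session as a block (33 and 5), 4 without C57BL/6J WT replicate 1, 16 without C57BL/6J WT replicate 2, most of them lower (5 and 11), and 31 without 129SvJae WT replicate 2 (27 and 4). The KO count was 15 with the scan session as a block (8 and 7), 4 without 129SvJae KO replicate 1 or C57BL/6J KO replicate 1, and 2 without C57BL/6J KO replicate 2.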

Disruption of the *α3Cx46* gene affected the magnitude of these changes in expression but not in its direction.

### Effect of a targeted disruption of α3Cx46 is not transcriptional

In contrast to the 45 transcript expression level changes detected between the 129SvJae and C57BL/6J strains, there was only a single transcript level change, namely protamine 1, detected in the lens between the WT and the *α3Cx46* KO mice. 

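The disrupted gene itself, Gja3, was lower in KO lenses on every array. Its signals were 1100.3 and 3381 in the 129SvJae WT arrays, 1968 and 3274 in C57BL/6J WT, 472 and 445 in 129SvJae KO and 448 and 519 in C57BL/6J KO. The log2 ratio of KO to WT, averaged over strains, was -2.23 (SE 0.29, adjusted p = 0.0160) from limma (4 arrays against 4). Where its probe set lies relative to the disrupted part of the gene is not given in the sources used here. The other called transcript was protamine 1 (Prm1), a DNA-packing protein of sperm, at 6.13 (SE 0.73, adjusted p = 0.0119) from limma, against WT signals that are under 50 on 3 of 4 arrays, so that 2 of the 10078 probe sets were called averaged over strains. Within C57BL/6J lenses limma called 1 probe set, Prm1, and within 129SvJae lenses none (lowest adjusted p = 1.00, 314 probe sets at an unadjusted p under 0.05, and none by the methods' t-test after adjustment). The thresholds of the methods, with limma's unadjusted p, were met by 30 probe sets in 129SvJae and 37 in C57BL/6J lenses, where chance alone at that p would give 101 before the fold threshold, and the methods' t-test on log2 signals counted 30 and 26. The 30 became 69 with the replicate number as a block, 213 with the scan session as a block, and 17, 196, 56 and 47 without 129SvJae WT replicate 1 or 2 or 129SvJae KO replicate 1 or 2, and the 37 became 195 without C57BL/6J WT replicate 2 and 75 without C57BL/6J KO replicate 2. Gja3 lost its call without either 129SvJae KO array, C57BL/6J WT replicate 2 or either C57BL/6J KO array (adjusted p = 0.0654 to 0.167 from limma), with arrays centred on the median (0.296), without the level filter (0.0611), with a mean signal above 100 (0.0500), without a variance trend (0.870) and by the methods' t-test on log2 signals after adjustment (0.847). The 2 calls became none without any 1 of the 4 KO arrays and 3 without 129SvJae WT replicate 2, and within 129SvJae lenses there were 3 with the scan session as a block, 3 without 129SvJae WT replicate 1 and 2 without 129SvJae WT replicate 2.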

There was a tenfold increase in transcripts for protamine 1 in the lenses of *α3Cx46* KO mice compared to wild-type mice. This was independent of the strain background. 

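Prm1 was below the level of 50 on 3 of the 4 WT arrays and above it on every KO array. Its signals were 1582 and 2167 in 129SvJae KO and 1386 and 1339.6 in C57BL/6J KO lenses. In WT lenses they were 9.99 and 4.70 in C57BL/6J and 387 and 14.5 in 129SvJae, where replicate 1 stands apart from the other WT arrays. Log ratios against signals under 50 are imprecise. In the limma fit without 129SvJae WT replicate 1 the averaged log2 ratio was 7.32, and without the other arrays in turn it lay between 4.95 and 6.40. The call was lost without any 1 of the KO arrays (adjusted p = 0.0654 to 0.167 from limma), without the level filter (0.0524), without a variance trend (0.870) and by the methods' t-test on log2 signals after adjustment (0.999).

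**Figure D2:**
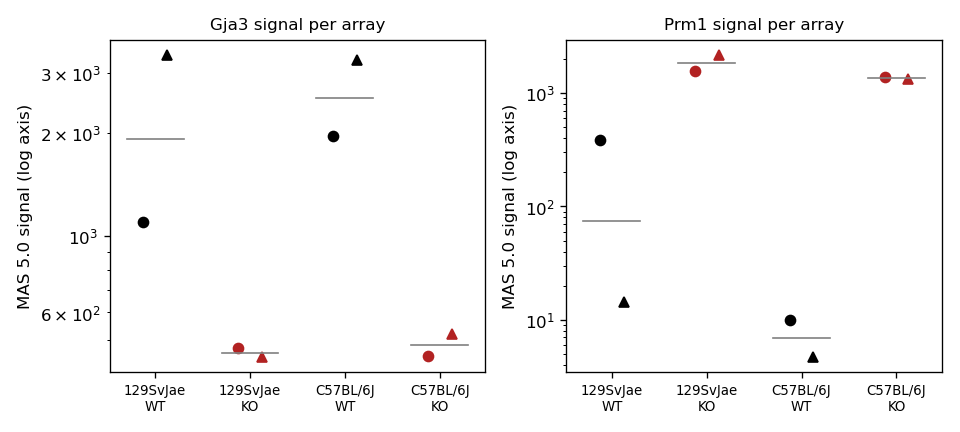
Deposited signals of Prm1 and Gja3 on the 8 arrays, by strain and genotype, on a log axis. Circles are replicate 1, triangles replicate 2, black WT, red KO and gray lines the geometric mean of each group, and Prm1 is higher and Gja3 lower on all 4 KO arrays than on all 4 WT arrays, with 129SvJae WT replicate 1 the WT array closest to the KO arrays for both.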

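Prm1 had a higher mean signal in KO than in WT lenses of both strains. The log2 ratio of KO to WT was 7.64 (SE 1.03, adjusted p = 0.0483) from limma in C57BL/6J lenses and 4.63 (SE 1.03, adjusted p = 1.00) in 129SvJae lenses (2 arrays against 2 in each). Both ratios rest on WT signals under 50, in 1 of 2 WT arrays of 129SvJae and both of C57BL/6J, so their size is imprecise. With signals under 50 raised to 50, KO over WT was at least 27.2-fold in C57BL/6J lenses. In 129SvJae lenses it was 13.3-fold from means of log2 signals and 8.58-fold from means of signals. The difference between the 2 log2 ratios was 3.01 (SE 1.46, adjusted p = 1.00) from limma, so the KO effect was not shown to differ between the strains. The ratio in 129SvJae lenses passed limma without 129SvJae WT replicate 1, at 7.00 (adjusted p = 7.49e-04), and was 2.26 without 129SvJae WT replicate 2. In C57BL/6J lenses 2 probe sets, Prm1 and Gja3, were called without either 129SvJae WT array, with the scan session as a block and with only the groups compared in the fit. The call in C57BL/6J lenses was lost with the replicate number as a block (adjusted p = 0.0521 from limma), after quantile normalization, with signals under 50 set to 50 (adjusted p = 0.158), under both other level filters, without a variance trend (1.00), by the methods' t-test after adjustment and without either 129SvJae KO array, either C57BL/6J WT array or either C57BL/6J KO array (0.0928 to 0.753).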

The change in protamine 1 transcripts levels is likely due to the construct used to knockout the *α3Cx46* gene, which contained a protamine polyadenylation sequence in the 3’-nontranslated region of the neomycin gene. The lack of genes influenced by the disruption of the *α3Cx46* gene suggests that it is unlikely that changes in transcriptional regulation are of significance in the generation of the cataract in this model.

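All 9 crystallins tested had a lower mean log2 signal in KO than in WT lenses, averaged over strains. Their median log2 ratio was -0.36 (after quantile normalization -0.03, with arrays centred on the median -0.26), and as a group they were lower by camera (adjusted p = 4.41e-05). With an estimated correlation the call is lost (adjusted p = 0.882). None was called on its own by limma (none at an unadjusted p under 0.05, and none by the methods' t-test or adjusted over the list alone). The list was also called within 129SvJae lenses (camera adjusted p = 0.00109, and 0.993 with an estimated correlation), and within C57BL/6J lenses with the replicate number as a block (camera adjusted p = 0.100 without it, 9.76e-05 with it and 0.743 with it and an estimated correlation) and without either 129SvJae WT array, C57BL/6J WT replicate 2 or C57BL/6J KO replicate 1 (0.00120 to 0.0278, against 0.829 with all arrays and an estimated correlation). Crygd, a γ-crystallin, had -0.45 (SE 0.22) and Cryaa, the αA chaperone crystallin, -0.39 (SE 0.22). Within pairs of arrays the median was -0.46 in 129SvJae and -0.43 in C57BL/6J in the first scan session, -0.10 in C57BL/6J in the second, and -0.46 between the other 129SvJae arrays, which were scanned in different sessions. Genes of the lens capsule and basement membrane were higher as a group, with 11 of 14 positive, a median of 0.24 (0.22 after quantile normalization, 0.34 with arrays centred on the median) and a camera adjusted p of 0.0267 (0.882 with an estimated correlation). Of 10 fiber genes besides crystallins 1 was called, Gja3, and the list did not pass (median -0.12, adjusted p = 0.388 from camera), nor did 12 epithelial genes (median -0.09, adjusted p = 0.907 from camera). The other lists, markers of other cell types included, did not pass averaged over strains with all arrays, but glycolysis was higher without 129SvJae WT replicate 2 (camera adjusted p = 2.55e-04) and the proteasome without 129SvJae KO replicate 1 (0.0205), and neither passed with an estimated correlation over all arrays (0.882 for both). The crystallin call was lost after quantile normalization (adjusted p = 0.869 from camera), without 129SvJae KO replicate 2 (0.111) and without C57BL/6J WT replicate 1 (0.0910), and within 129SvJae lenses after quantile normalization (0.859) and without 129SvJae WT replicate 1 (0.117) or 129SvJae KO replicate 2 (0.879). The lens capsule call was lost after quantile normalization (0.0685), with the mean of all probe sets of a gene (0.123) and without 129SvJae WT replicate 1, 129SvJae KO replicate 2, C57BL/6J WT replicate 1 or C57BL/6J KO replicate 2 (0.124 to 0.732). From the small number of altered genes, the paper proposes that transcriptional regulation matters little for this cataract.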

### Validation of the gene expression data

To validate the microarray data, the expression profiles of a few select genes were analyzed by real-time PCR (Table 3). Genes having different expression levels (both high and low ratios between 129SvJae and C57BL/6J strains) were chosen. There was excellent agreement in the determination of the fold changes between the two techniques of real-time PCR and cDNA microarray (Table 3). 

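For the 9 genes of Table 3, the array ratios from the deposited signals had the direction of the paper's real-time PCR ratios in 9 of 9 genes, in WT and in KO lenses. Alox15, a lipoxygenase, had C57BL/6J to 129SvJae ratios of 2.16 (WT) and 3.20 (KO) on the arrays, and Tom1, an endosomal sorting protein, 2.14 and 1.88. Averaged over genotypes, the log2 ratio of Alox15 was 1.40 (SE 0.29, adjusted p = 0.0709) from limma and that of Tom1 1.00 (SE 0.17, adjusted p = 0.0209). Across the 9 genes, log2 ratios of arrays and PCR correlated at r = 0.872 in WT lenses (exact permutation p = 0.00138) and r = 0.861 in KO lenses (exact permutation p = 0.00190). Spearman's rho was 0.883 in WT (exact permutation p = 0.00308) and 0.812 in KO lenses (exact permutation p = 0.0112). After Benjamini-Hochberg adjustment over these 4 tests, each counting both tails, the exact p-values were 0.00379 for both r, 0.00410 and 0.0112, and genes are not independent replicates. The paper chose these genes for high or low strain ratios, and says that the PCR used the same cDNA preparations. That choice favors a correlation in advance, so these p-values are not independent evidence. The array ratio was larger in size than the PCR ratio for 6 genes in WT and 3 in KO lenses. The 6 include Ctsl, whose array and PCR ratios are both -2.1 at the precision of Table 3. Alox15 passed limma with the replicate number as a block (adjusted p = 0.0362) and without C57BL/6J WT replicate 1 (0.0419), while Tom1 lost its call with arrays centred on the median (0.395), by the methods' t-test on log2 signals after adjustment (0.216) and without 129SvJae WT replicate 1, either 129SvJae KO array, C57BL/6J WT replicate 2 or either C57BL/6J KO array (0.0638 to 0.166).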

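Epb41l4a (Epb4.1l4a), a band 4.1 protein of the membrane cytoskeleton, was higher in C57BL/6J lenses through both of its probe sets. The probe set of Table 2 had signals of 255 ± 17.7 (SD, n = 2) in 129SvJae WT and 644 ± 117 (SD, n = 2) in C57BL/6J WT lenses. In KO lenses they were 239.9 ± 37.6 (SD, n = 2) and 652 ± 59.2 (SD, n = 2). The ratio was 2.51-fold in WT and 2.73-fold in KO lenses, and the log2 ratio averaged over genotypes was 1.39 (SE 0.22, adjusted p = 0.0107) from limma. The other probe set had 1.35 (SE 0.24, adjusted p = 0.0272 from limma). Epb41l4a lost the call of the Table 2 probe set with arrays centred on the median (adjusted p = 0.123 from limma) and without 129SvJae KO replicate 1, C57BL/6J WT replicate 2 or either C57BL/6J KO array (0.0518 to 0.0831).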

For one gene (*Epb4.1l4a*), the real-time PCR data showed the same direction of change as the microarray data, although the fold change was less (1.5× versus 2.5×).

## Discussion

Global gene expression analysis provides an unbiased method to identify factors that may have new functions during specific physiologic or pathological processes, such as cataractogenesis. In previous studies an age-dependent cataract has been shown to occur in the *α3Cx46* KO mouse [7], and this is dependent on the genetic background of the mouse [8]. To study the mechanism by which this cataract is formed and its dependence on the mouse strain, the lens transcriptosome was analyzed by using a microarray approach for studying the genes involved. An Affymetrix chip containing 35,000 genes was used, and 3,000 of the genes were detected in lens cDNAs. The transcript analysis between the different mouse genetic strains indicated expression changes in genes that encode for chaperones, antioxidants, cell proliferation, protein synthesis and degradation. 

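Genes of the proteasome and ubiquitin were lower as a group in C57BL/6J lenses by camera with its preset correlation, and not with an estimated one. Of 50 tested, 38 had lower means in C57BL/6J lenses averaged over genotypes, with a median log2 ratio of -0.23 (-0.19 after quantile normalization, -0.29 with arrays centred on the median) and an adjusted p of 2.76e-05 from camera. With an estimated correlation the adjusted p was 0.754. None of the 50 was called over all probe sets by limma (13 at an unadjusted p under 0.05, and none by the methods' t-test), and adjusted over the list alone 3 were lower. Psmd4, the ubiquitin receptor of the proteasome, had a log2 ratio of -0.75 (SE 0.17, adjusted p = 0.131 from limma) and Psmd10, a chaperone of its assembly, -1.09 (SE 0.28, adjusted p = 0.187 from limma). In KO lenses alone the list was lower too (camera adjusted p = 7.64e-07, and 0.455 with an estimated correlation). In WT lenses alone it did not pass (camera adjusted p = 0.128, and 0.850 with an estimated correlation). Of 36 chaperones and heat shock proteins none was called by limma (4 at an unadjusted p under 0.05, and none by the methods' t-test or adjusted over the list alone), with a median of -0.07 and an adjusted p of 0.263 from camera (0.0497 without 129SvJae WT replicate 1, and 0.763 with an estimated correlation over all arrays). Cct6a, a subunit of the chaperonin that folds actin and tubulin, had -0.52 (SE 0.19). Of 32 cell cycle genes none was called (1 at an unadjusted p under 0.05, none by the methods' t-test or adjusted over the list alone), with a median of 0.20 and an adjusted p of 0.361 from camera. Of 28 genes of lysosomes, cathepsins and calpains 1, Ctsl, was called lower (2 lower adjusted over the list alone), and the list did not pass camera (adjusted p = 0.984). Without 129SvJae KO replicate 2 the proteasome list was not called in KO lenses (adjusted p = 0.130 from camera).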

Based on this analysis, we propose a hypothesis that accounts for the prevention of cataractogenesis in the C57BL/6J strain. In this hypothesis, the production of reactive oxygen species (ROS) and the modulation of their harmful effects on cell physiology by antioxidants and chaperones are suggested to be the major differences between the lenses of the C57BL/6J and 129SvJae strains. We further speculate that HSP25 is responsible for reducing the severity of the cataract upon disruption of *α3Cx46* in a C57BL/6J background.

Because the cataract in the 129SvJae *α3Cx46* KO strain is observed in the nucleus of the most terminally differentiated region of the lens that lacks active RNA and protein biosynthesis, it is perhaps not surprising to find only a few genes are differentially expressed when transcripts from *α3Cx46* KO mice were compared with those from wild-type mouse lenses. This is consistent with the conclusion that the cataract phenotype is a result of posttranscriptional changes rather than changes in transcript expression caused by disruption of *α3Cx46*. Thus, our results indicate that disruption of the *α3Cx46* gene does not significantly effect expression of the genes analyzed in this study. This also suggests that changes in pathways caused by disruption of the *α3Cx46* gene do not influence gene transcription in the lens and that this is independent of the strain background.

The epithelial cells along the equator of the mammalian lens continue to proliferate throughout life [2], and the mass of the mouse lens continues to increase until at least 12 month of age [7]. As the epithelial cells exit this cycle and differentiate into fiber cells, elimination of the nucleus causes cessation of transcription, but protein synthesis increases to provide a high level of crystallin and other fiber cell-specific proteins [3]. As the DF cells migrate toward the nuclear region to become MF cells, endoplasmic reticulum, Golgi, and ribosomes are degraded, causing a shutdown of protein synthesis [32]. The high level of protein synthesis in the DF cells implies a high metabolic rate requiring energy, while the degradation of the organelles necessitates catabolic enzyme activity. 

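Genes of protein synthesis went both ways between the strains. Of 39 translation factors and regulators 16 had higher and 23 lower means in C57BL/6J lenses, and of 34 cytosolic ribosomal proteins 13 higher and 21 lower, with median log2 ratios of -0.06 and -0.03. Poly(A)-binding protein (Pabpc1), which binds the tails of mRNAs in translation, had -0.36 (SE 0.13, adjusted p = 0.475 from limma). None of either list was called by limma (4 of each at an unadjusted p under 0.05, and none by the methods' t-test), and adjusted over the list alone 1 translation gene was higher and 1 lower. In glycolysis 2 of 16 genes were called lower in C57BL/6J. They were phosphoglycerate kinase (Pgk1) at -1.12 (SE 0.14, adjusted p = 0.00258 from limma) and phosphoglycerate mutase (Pgam2) at -0.80 (SE 0.13, adjusted p = 0.0129). Adjusted over the list alone 1 glycolytic gene was also higher, and the median of the list was 0.01. Of 70 genes of oxidative phosphorylation none was called by limma (9 at an unadjusted p under 0.05, and none by the methods' t-test), and adjusted over the list alone 1 was higher and 3 were lower, with a median of -0.08. The cytochrome oxidase subunit Cox6a2 had -0.75 (SE 0.20, adjusted p = 0.222 from limma). In the tricarboxylic acid cycle and branched-chain amino acid breakdown 1 of 31 genes, Bckdhb, was called, with a median of -0.02 (1 higher and 1 lower adjusted over the list alone). As groups none of these 5 lists passed camera (adjusted p = 0.819 for translation factors, 0.350 for ribosomal proteins and glycolysis, 0.214 for oxidative phosphorylation and 0.984 for the last). Without 129SvJae WT replicate 1, glycolysis (4.62e-04) and oxidative phosphorylation (0.0286) passed camera as lower in C57BL/6J, while with an estimated correlation over all arrays neither did (0.829 and 0.754). In KO lenses alone oxidative phosphorylation passed camera with the replicate number as a block (adjusted p = 0.0265, and 0.0547 without it), without a level filter (0.0303) and without either 129SvJae WT array or 129SvJae KO replicate 1 (0.0346 to 0.0368), and not with the block and an estimated correlation (0.415). Pgam2 lost its call with arrays centred on the median (adjusted p = 0.302 from limma), by the methods' t-test on linear signals after adjustment (0.0614) and without either 129SvJae KO array, either C57BL/6J WT array or either C57BL/6J KO array (0.0549 to 0.161).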

The data presented in Table 2 indicate that the genes involved in the rate of protein synthesis, metabolism, catabolism, and epithelial cell proliferation are decreased in the lenses of 10-day-old C57BL/6J mice relative to 129SvJae mice.

For example, accumulation of the *Gas5* transcript is an indicator of reduced protein synthesis [24-26], while the protein coded by *Tsc2* functions as a protein synthesis inhibitor [33-35]. Similarly, SAM and SH3 domain-containing protein (SASH1) is suggested to have a tumor suppression function [36]. 

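A second Gas5 probe set was also higher in C57BL/6J lenses, with a log2 ratio of 3.21 (SE 0.47, adjusted p = 0.00689 from limma). Its 129SvJae signals are close to background, with group means under 50, so the size is imprecise, and with signals under 50 set to 50 the ratio was 2.68 (adjusted p = 0.00695). Tsc2, which with Tsc1 restrains mTOR signaling, was higher in C57BL/6J by a log2 ratio of 1.13 (SE 0.18, adjusted p = 0.0127) from limma. Its signals were 475 ± 74.3 (SD, n = 2) in 129SvJae WT, 1235 ± 12.6 (SD, n = 2) in C57BL/6J WT, 677 ± 17.5 (SD, n = 2) in 129SvJae KO and 1250.4 ± 308 (SD, n = 2) in C57BL/6J KO lenses. A Tsc2 probe set of similar brightness had 0.94 (SE 0.19, adjusted p = 0.0556 from limma, and 0.0266 with the replicate number as a block), and a dim one 0.30 (SE 0.54). Tsc2 lost its call with arrays centred on the median (adjusted p = 0.186 from limma) and without either 129SvJae KO array, either C57BL/6J WT array or C57BL/6J KO replicate 2 (0.0520 to 0.114), and the second Gas5 probe set without C57BL/6J KO replicate 2 (0.0707). By the methods' t-test on log2 signals after adjustment neither passed (0.188 and 0.110). From higher Gas5 and Tsc2 transcripts, the paper reasons that protein synthesis is lower in C57BL/6J lenses.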

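Sash1, a scaffold protein with SAM and SH3 domains, had a higher mean signal in C57BL/6J than in 129SvJae lenses in both genotypes. Its signal was 264 ± 25.7 (SD, n = 2) in 129SvJae WT and 508 ± 88.2 (SD, n = 2) in C57BL/6J WT, and 177 ± 22.3 (SD, n = 2) and 449 ± 9.87 (SD, n = 2) in the KO lenses. The log2 ratio averaged over genotypes was 1.14 (SE 0.23, adjusted p = 0.0629) from limma, short of the threshold. Sash1 passed limma with the replicate number as a block (adjusted p = 0.0411), over probe sets with a mean signal above 100 (0.0399) and with a robust variance prior (0.0499).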

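Eif2s2, the β subunit of the factor that brings initiator tRNA to the ribosome, had a log2 ratio of -1.05 (SE 0.28, adjusted p = 0.222) from limma. Its signals were 317 ± 49.3 (SD, n = 2) in 129SvJae WT and 175 ± 9.69 (SD, n = 2) in C57BL/6J WT lenses. Car2, a carbonic anhydrase, had a log2 ratio of -0.90 (SE 0.23, adjusted p = 0.172) from limma and signals of 464 ± 33.9 (SD, n = 2) and 240.1 ± 16.5 (SD, n = 2) in the same groups. Neither gene passed limma over all probe sets, though Car2 did by the methods' t-test on log2 signals after adjustment (adjusted p = 0.0391), and both had lower means in C57BL/6J lenses of both genotypes. Ctsl, cathepsin L, was lower in C57BL/6J lenses, at -1.01 (SE 0.14, adjusted p = 0.00380) from limma, with signals of 4973 ± 823 (SD, n = 2) and 2347 ± 26.7 (SD, n = 2) in WT and 5646 ± 598 (SD, n = 2) and 2922 ± 107 (SD, n = 2) in KO lenses of 129SvJae and C57BL/6J. Ctsl lost its call with arrays centred on the median (adjusted p = 0.104 from limma) and by the methods' t-test on log2 (0.0912) and linear signals (0.147) after adjustment.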

Further evidence for a lower rate of protein synthesis in the C57BL/6J mouse lenses is supported by the fact that transcripts for eukaryotic translation initiation factor 2-subunit b2 (*Eif2s2*), metabolic enzymes (such as carbonic anhydrase 2 [*Car2*]), and catabolic enzymes (such as *Bckdhb* as well as the lysosomal cysteine peptidase cathepsin L [*Cts1*]), were shown to be reduced in this strain relative to 129SvJae mice. The reduced protein synthesis may result in changes in cell proliferation and apoptosis. In combination, the results presented in the current study are in agreement with the observations in a previous study that concluded that the C57BL/6J lens is “developmentally retarded” [37].

Oxidation of key cellular components is likely to have a major role in age-related nuclear cataractogenesis [31]. Long-term preservation of lens clarity may depend on the maintenance of hypoxia in the lens nucleus. The signaling pathway that leads to crystallin aggregation may include ROS. Since the concentration of ROS in MF cells is proportional to the rate of the various metabolic processes, production of these reactive species may be greater in the 129SvJae lenses since this mouse strain has increased expression of genes involved in metabolism and catabolism when compared to the C57BL/6J strain.

In addition, several transcripts that encode for proteins that synthesize or have a role as antioxidants were determined to be altered in their expression levels in lenses of C57BL/6J mice relative to 129SvJae mice. These include transcripts for the proteins MOD1 [29], SOD3 [30], and HFE [38,39]. The observed increased expression of these genes in the C57BL/6J lens may prevent damage by ROS.

Our real-time PCR data demonstrate that expression of the *Hsp25* gene in the lenses of C57BL/6J mice is higher than in the 129SvJae strain. This has also been confirmed by proteomic methods [20]. The induction of Hsps is a well recognized feature in the cellular response to stress and pathological conditions.

HSP25 can also induce the production of glutathione in cultured mammalian cells, thereby providing protection from the harmful effects of ROS [40]. HSP27 (human analogue of HSP25 in mouse) is important in maintaining intracellular redox homeostasis by keeping glutathione in its reduced form and by decreasing iron intracellular levels [41].

The role of HSP25 in maintaining homeostasis in many cell types has been demonstrated [42,43]. We suggest that a similar role for HSP25 may be responsible for inhibiting cataractogenesis in normal lenses. It is likely that cataract formation is influenced by the redox capacities and protein aggregation induced by proteolysis within the lens. This is supported by the fact that heat shock factor 4 (*Hsf4*) KO mice develop cataracts during the early postnatal period and that *Hsp25* gene expression level is decreased several hundred fold in *Hsf4* KO mice [44,45]. The reduction in HSP25 may act as a modifier for lens opacity.

*Hsp25* can be regulated by several transcription factors, including HSF4, hypoxia-inducible factor-1 (HIF-1), signal transducer and activator of transcription 3 (STAT3) and activating transcription factor 5 (ATF5) [46-49]. 

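None of the 4 regulators Stat3, Hif1a, Hsf4 and Atf5 passed limma between the strains. Atf5, a stress-induced transcription factor, came closest, with a log2 ratio of 0.91 (SE 0.25, adjusted p = 0.225) and signals of 266 ± 0.484 (SD, n = 2) in 129SvJae WT and 539 ± 235 (SD, n = 2) in C57BL/6J WT lenses. Hsf4, the heat shock factor of fiber cells, had 0.31 (SE 0.22, adjusted p = 0.886) from limma, with 0.62 (SE 0.31) in WT and 0.00 (SE 0.31) in KO lenses. For Stat3 the brighter probe set had 0.16 (SE 0.21, adjusted p = 0.952) and the other -0.49 (SE 0.35, adjusted p = 0.883) by the same test, of opposite sign. The probe sets of Hif1a, the oxygen-regulated subunit of HIF-1, had 0.04 (SE 0.19, adjusted p = 0.982) and 0.09 (SE 0.18, adjusted p = 0.964) by limma. The sign of the first Hif1a ratio turned with arrays centred on the median (-0.01) and with the scan session as a block (-0.09). Without 129SvJae WT replicate 2, 129SvJae KO replicate 2 or C57BL/6J WT replicate 1 it was -0.17, -0.01 and -0.11.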

Analysis of the microarray data in the present study indicate that the expression levels for *Stat3* and *Hif-1* transcripts were unchanged in the different mouse strains, whereas both *Hsf4b* and *Atf5* transcripts were increased by 1.5- and 1.7-fold, respectively, in the C57BL/6J lenses compared to the 129SvJae lenses (data not shown). This will need to be confirmed by real-time PCR.

As we previously demonstrated, a lens-specific isoform of calpain-3, Lp82, is important in the development of the cataract in the 129SvJae *α3Cx46* KO mouse [6,50]. Diazepam-binding inhibitor (Dbi) has been shown to be a component of the Ca^2+^-dependent proteolytic system, which promotes activation of m-calpain [51]. Our finding of a lower expression level of the *Dbi* gene in the 129SvJae strain suggests a model in which the Ca^2+^ ion concentration needed to activate Lp82 is lowered in this strain.

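Dbi, an acyl-CoA-binding protein, had a lower mean signal in C57BL/6J than in 129SvJae lenses in both genotypes. Its signals were 6783 ± 4786 (SD, n = 2) in 129SvJae WT, 3517 ± 268 (SD, n = 2) in C57BL/6J WT, 6589.7 ± 982 (SD, n = 2) in 129SvJae KO and 2997 ± 283 (SD, n = 2) in C57BL/6J KO lenses. The log2 ratio averaged over genotypes was -0.94 (SE 0.26, adjusted p = 0.226) from limma. Capn3, calpain 3, did not pass through any of its 3 probe sets, with log2 ratios of -0.23 (SE 0.19), -0.24 (SE 0.19) and -0.15 (SE 0.28). Dbi passed limma without 129SvJae WT replicate 1, at -1.33 (adjusted p = 9.56e-04), and with the scan session as a block, at -0.60 (adjusted p = 0.0435).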

The initiating factor in cataractogenesis in the *α3Cx46* KO mouse is most likely the increased cytoplasmic Ca^2+ ^concentration in their MF cells. However, it is not known if this triggers proteolysis of γ-crystallin resulting in its aggregation or if the increased Ca^2+^ concentration causes proteolysis downstream of the aggregation. In either case, the greater abundance of HSP25 in the C57BL/6J lens may have a key role in preventing the initiation and/or severity of the cataract in this strain upon disruption of *α3Cx46*. A link between Ca^2+^ and HSP25 function has been proposed for contraction of esophageal smooth muscle [52], and a similar mechanism may occur in the lens. The increased Ca^2+^ in MF cells of the α3Cx46 KO mice may prevent the crystallin degradation and/or aggregation-inhibition function in the C57BL/6J strain because of the greater abundance of HSP25 in this strain. Alternatively, rising Ca^2+^ may induce the chaperone function of HSP25.

In summary, the lack of changes in the gene expression levels in the lenses between WT and *α3Cx46* KO mice suggest that there are no significant changes in transcriptional regulation in the lenses upon disruption of the *α3Cx46* gene in mice. However, analysis of the changes in the gene expression levels between the different background strains suggest that HSP25 and the predicted lower rates of protein synthesis, metabolism, and catabolism in the fiber cells of the C57BL/6J mouse protects this strain upon disruption of *α3Cx46 *from a more severe nuclear cataract when compared to the 129SvJae strain.

How the deposited data were processed for this re-analysis (not part of the article)

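The data are 8 arrays of lens RNA from mice 10 days old, 2 for each of 129SvJae WT, 129SvJae α3Cx46 KO, C57BL/6J WT and C57BL/6J α3Cx46 KO. Groups and replicate numbers were taken from the sample labels. The authors hybridized biotin-labeled cRNA to MG-U74Av2 chips and deposited 1 intensity per probe set and array, a MAS5 signal (the tool named in the submitters' processing notes, with no version) on a linear scale that they had scaled to a mean of 250. Detection calls, probe-level data and the pooling of lenses per sample beyond what the methods state were not used here. The depth of an array is not a count: its signal over background and the number of arrays limit the precision, and signals near or below 50 are close to background.

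From these deposited intensity values the following was computed in R 4.3.3 with limma 3.58.1. Each array was rescaled to a trimmed mean of 250 with 2% taken off each end, which changed little, and the 1 signal at or under 0 was set to 1 before log2. The 66 control probe sets were left out of 12488, and the 10078 probe sets with a mean above 50 in at least 1 group, the level in the methods, were tested. Of the 12422 probe sets that are not controls, 10833 have 1 gene symbol in the annotation used, 396 several and 1193 none, and genes were named only from probe sets with 1 symbol, with symbols and synonyms updated through a gene table of GRCm38.p6. No source names a genome build for the chip, so no coordinates are given, and the table served for names and for which genes neighbour Gja3. One limma fit with 4 group means, a trend in the variance prior and 4 residual degrees of freedom (9.17 prior degrees of freedom) gave the strain differences in WT lenses, in KO lenses and averaged, the KO effects in each strain and averaged, and their interaction. A probe set is called at a Benjamini-Hochberg adjusted p under 0.05. The criteria of the methods (a fold of at least 1.8, a group mean above 50 and an unadjusted p of at most 0.01) were counted as well, with limma's p and with the methods' t-test.

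Of the 46 entries of Table 2, 42 were matched to a tested probe set, by the GenBank accession of the table and otherwise by symbol, and the others were not analysed here. There were 31 gene lists, each tested with camera at a preset correlation of 0.01, with an estimated correlation and with fry. The gene lists, the tests, the alternatives and the rule for named genes were fixed before the data were examined. That rule names the genes of Tables 2 to 4 and of the paper's text, the 12 largest rises and 12 largest falls among called probe sets with non-overlapping arrays and 1 symbol, up to 4 members of each list with the smallest adjusted p, and called neighbours of Gja3. Values in the paper's tables had been seen when it was written. A gene with several probe sets is given by the one with the accession of Table 2, otherwise by the brightest. For named genes called between the strains, probe sets that disagree in sign are mentioned. Real-time PCR ratios of Table 3 were compared with the arrays by exact permutation tests.

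The replicate numbers pair the arrays: deviations from the group means of arrays with the same number correlated at 0.129 to 0.206 across probe sets in all 6 pairs of groups. The number follows the scan session given in the run records, since replicate 1 of all 4 groups shared 1 session. The alternatives were signals as deposited, quantile normalization, arrays centred on the median, an offset of 16, a floor of 50, no level filter, a mean above 100, no variance trend, a robust prior, only the groups compared, the replicate number or the scan session as a block, array weights, the methods' t-test on log2 and on linear signals, another summary of probe sets per gene, and each of the 8 arrays left out in turn, which leaves a group with 1 array that is assumed to vary like the others. With the scan session as a block, 129SvJae WT replicate 2, alone in its session, adds no information. Of the scalings, arrays centred on the median moved the median log2 ratio of all probe sets the most, from -0.05 to 0.09 for the KO effect in 129SvJae lenses.

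The fit was tested on simulated signals made from the real means and spreads of the 10078 probe sets. For the averaged strain difference it found 66 of 100 probe sets changed 4-fold and 22 of 100 changed 2-fold, with 6 false calls among 94. In WT lenses alone it found 41 and 4 (2 false of 47), and in KO lenses 42 and 8 (2 false of 52). No KO effect was simulated, and none was called for it averaged over strains. The interaction had no simulated change either, and its 1 call was false. These false calls describe the simulated signals and may not carry over to the real arrays. There, arrays with the same replicate number deviated together. The averaged strain calls also ran from 1 without a variance trend to 86 with the scan session as a block.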

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

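The tests of the share of fiber cells and of the probe sets of Cryge and Pla2g12a alone were chosen only after the result was seen, and so was which other probe sets of called genes are counted. No group has 4 or more arrays, so no general test for arrays that stand apart was run. Only 129SvJae WT replicate 1 was looked at, for Prm1 and Gja3. Averaged over genotypes, 12 called probe sets between the strains belong to genes outside Table 2, 10 higher and 2 lower in C57BL/6J, and 9 of them have 1 symbol. The 3 others have none. Besides the glycolytic genes Pgk1 and Pgam2 and the γ-crystallin Cryge they are Pla2g12a, a secreted phospholipase, at 1.97 (SE 0.17, adjusted p = 6.39e-05) from limma, AI506816 at 2.63 (SE 0.30, adjusted p = 0.00104), Spg21 at 2.04 (SE 0.22, adjusted p = 6.50e-04), and, chosen after their values were seen and without values under the alternatives, Strap at 1.49 (SE 0.22, adjusted p = 0.00891), Ankrd46 at 1.35 (SE 0.24, adjusted p = 0.0260) and Mfge8, which binds phosphatidylserine on dying cells, at 0.98 (SE 0.16, adjusted p = 0.0127). The disrupted gene, Gja3, was lower in KO lenses by a log2 ratio of -2.23, and lost its call without either 129SvJae KO array, C57BL/6J WT replicate 2 or either C57BL/6J KO array (adjusted p = 0.0654 to 0.167 from limma). Its probe set lies at an unstated place relative to the disruption. Averaged over strains, the lens capsule list had a median log2 KO effect of 0.24, and camera's call was lost without 129SvJae WT replicate 1, 129SvJae KO replicate 2, C57BL/6J WT replicate 1 or C57BL/6J KO replicate 2 (adjusted p = 0.124 to 0.732), with an estimated correlation (0.882), after quantile normalization (0.0685) and with the mean of all probe sets of a gene (0.123). Proteasome and ubiquitin genes, which the paper does not analyse as a group, had a median log2 strain ratio of -0.23 (adjusted p = 2.76e-05 from camera, and 0.754 with an estimated correlation). Xist differed between genotypes in its strain effect by 1.97 on the log2 scale, at an unadjusted p under 0.05 and an adjusted p of 1.00 from limma.

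Some strain differences rest on 1 probe set of a gene. Cryge differed by 3.43 (SE 0.22, adjusted p = 3.58e-06 from limma), with a mean signal of 435 in 129SvJae and 4531 in C57BL/6J lenses (4 arrays each), while its 3 other probe sets had -0.01, 0.04 and -0.37, the other Pla2g12a probe set had -0.51, the other AI506816 probe set 0.02 and the brightest Ankrd46 probe set 0.38 (another had 1.21). A grouping by chance is argued against, since only 1 of 35 splits into 4 and 4, the real one, gave as many calls (52 without genotype in the fit, against at most 1 in another split). The splits ignore that the replicate numbers pair the arrays, which limits that argument. A candidate explanation is a strain sequence difference under the probes. Of 23 other probe sets of called genes, 7 (30.4%) had the same direction and an unadjusted p under 0.05, above the 10% set before, which argues against it for the called genes as a set. That evidence is limited: 3 of the 7 share the source sequence of the called probe set, and of the 18 others 4 (22.2%) moved with it. Those 18 alone were not shown to exceed the 10% (binomial test, p = 0.0982), so they do not settle it. For Cryge and Pla2g12a, 0 of 4 other probe sets moved with the called one, and the explanation stays open. There a sequence difference and a difference in transcript level cannot be told apart, because the deposited values hold no single probes.

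All 9 crystallins had lower means in KO lenses, with a median log2 effect of -0.36, and the strain and genotype design gives the lost connexin itself as an untested biological explanation. The scaling matters: quantile normalization moved the median to -0.03 and ended camera's call, which was also lost with an estimated correlation (adjusted p = 0.882), and 129SvJae KO replicate 2 or C57BL/6J WT replicate 1 left out ended it too (adjusted p = 0.111 and 0.0910). Compression of the brightest signals may contribute, as the only 3 other probe sets as bright had a median of -0.22, too few to decide. A lower share of fiber cells stays open too, with a median of -0.093 and an SD of 0.27 over 8 other fiber markers, 6 of them lower. Neither can be told apart from lower crystallin transcripts with these values.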

How the results depend on the processing

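Camera with the replicate block and an estimated correlation, and another probe set of the accession for Table 2 entries, were chosen only after the result was seen. Over the alternatives, 222 values of the comparisons kept their direction and side of the threshold or stayed within 1.5 times, 104 counts or values moved further, 8 lost and 1 gained a call, and none reversed. Of the values of named genes and lists 1194 held, 205 lost a call, 22 gained one and 5, all of Hif1a, reversed. The cause was not tested unless a setting itself removes probe sets or arrays. Through another probe set of the accession, Tsc2 (adjusted p = 0.958) and 2510049I19Rik (0.229) lost their calls and Tbc1d15 gained one (0.0129).

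Counts of called probe sets are given in the order WT, KO and averaged for the strain difference (7, 9 and 37 as reported), then for the KO effect in 129SvJae (0), in C57BL/6J (1) and averaged (2). With arrays centred on the median they were 4, 3 and 19, and 1 for the averaged KO effect. Without a variance trend they were 0, 0 and 1, and 0 for the KO effect in C57BL/6J and averaged. With the scan session as a block they were 38, 15 and 86, with 3 in 129SvJae and 2 in C57BL/6J. The methods' t-test after Benjamini-Hochberg gave 1, 0 and 20 on log2 signals and 0, 0 and 21 on linear signals, with 0 for the KO effect in C57BL/6J and averaged by both. The KO effect in C57BL/6J fell to 0 calls after quantile normalization, with a floor of 50, without a level filter and with a mean above 100, and had 2 with only the groups compared. Averaged it had 0 without a level filter and 1 with a mean above 100.

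With the replicate number as a block, the counts for the strains were 16 in WT lenses and 58 averaged, and 0 for the KO effect in C57BL/6J. The block ended the call of Prm1 there and gave one to Alox15, Sash1, the entry Gad1 (annotated Myo5b) and Gnb1 between the strains. It also gave one to the lists of oxidative phosphorylation (strains, KO lenses), the proteasome (KO effect in 129SvJae, adjusted p = 0.0486 against 0.111 without it) and crystallins (KO effect in C57BL/6J). In WT lenses alone it gave a call to Erdr1, Tom1, Ctsl, Snhg6, Spg21 and Ankrd46, and averaged over genotypes to a second probe set of Tsc2 and of Ankrd46. With the block and an estimated correlation together none of the 3 lists passed (adjusted p = 0.415, 0.975 and 0.743).

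By the criteria of the methods, the strain difference in WT lenses (147) was 380 with the scan session as a block and 49 and 53 by the methods' t-test on log2 and linear signals, and in KO lenses (81) 42 on log2 signals. The KO effect in 129SvJae (30) was 47 without a level filter, 89 without a variance trend, 69 with the replicate block and 213 with the scan session as a block. In C57BL/6J (37) it was 22 with a mean above 100, 80 without a variance trend and 20 with only the groups compared. Table 2 entries called in WT or KO lenses (6) and averaged (21) were 3 and 11 with arrays centred on the median, 0 and 1 without a variance trend, 14 in WT or KO lenses with the scan session as a block, 1 and 7 by the t-test on log2 signals and 0 and 8 on linear signals.

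Prm1, averaged over strains, kept its log2 KO effect of 6.13 but lost its call without a level filter (adjusted p = 0.0524), without a variance trend (0.870) and by the t-test on log2 signals (0.999), and had 3.96 (0.448) on linear signals. Hif1a turned to -0.0103 with arrays centred on the median and -0.0881 with the scan session as a block. Of 31 lists and the comparisons tested, 5 calls became 2 after quantile normalization, 8 with the replicate block, and 0 with an estimated correlation, with fry and with the replicate block and an estimated correlation together. Among neighbours of Gja3, 6.12% had an interaction at an unadjusted p under 0.05 within 10 Mb. Splits with the strain as a covariate gave 2 calls for the genotype.

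Leaving out each array in turn gave 4 (without C57BL/6J WT replicate 1) to 31 (129SvJae WT replicate 2) calls for the strains in WT lenses, 2 (C57BL/6J KO replicate 2) to 11 (129SvJae WT replicate 1) in KO lenses and 18 (129SvJae KO replicate 2) to 52 (129SvJae WT replicate 2) averaged. KO effects ran from 0 to 3 in 129SvJae, 0 to 2 in C57BL/6J and 0 to 3 averaged, and the interaction from 0 to 1. By the criteria of the methods the ranges were 100.0 to 305 (strains, WT), 17 to 196 (KO effect, 129SvJae) and 25 to 195 (KO effect, C57BL/6J). Table 2 entries called ranged from 3 to 11 in WT or KO lenses and 11 to 20 averaged, the KO effect of Prm1 from 4.95 to 7.32, Hif1a from -0.17 to 0.25, and called lists from 2 (129SvJae KO replicate 2) to 14 (129SvJae WT replicate 1). Without that array 11 list calls were gained and 2 lost. Those gained were glycolysis, oxidative phosphorylation, chaperones, interferon response and lens epithelium between the strains averaged, glycolysis and the proteasome in WT lenses, oxidative phosphorylation in KO lenses, and crystallins, lens fiber and lens capsule for the KO effect in C57BL/6J (adjusted p = 2.12e-05 to 0.0497). None of these passed with an estimated correlation over all arrays (lowest adjusted p = 0.455). Lists gained without other arrays were fewer, and none of them passed with an estimated correlation either.

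These results are limited by 2 arrays per group, signals close to background for dim probe sets such as Prm1 in WT lenses, and single signals per probe set without probe-level values. 129SvJae WT replicate 2 has a scan session to itself, so the session and that array cannot be told apart.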

Differences from the paper's values

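Of 94 values of the paper compared, 11 differ. A fold counts as differing if its sign is opposite, or if it is over 1.5 times off and by more than the SD of the log2 ratios of the 2 replicate pairs. The fold of Prm1 counts if it is over 1.5 times above the paper's, and a count if it is over 1.5 times off in either direction. The alternatives named are those set before the data were examined, except another probe set of the accession, which was chosen after these values were seen. For ZFP728 in KO lenses the paper's fold is 3.2 and the value here, from a probe set annotated Zfp758, is 4.87. Quantile normalization (4.58), arrays centred on the median (4.56), an offset of 16 (4.23), leaving out 129SvJae KO replicate 1 (3.88) and the methods' t-test on linear signals (4.75) come within 1.5 times of the paper's without closing the gap, and the others do not.

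For Tbc1d15 the paper's folds are 2.4 in WT and 5.3 in KO lenses, and here they are 1.09 and 1.15. For 2510049I19Rik the paper's folds are -4.8 and -6.7, and here -2.37 and -2.85. No alternative set before brings them within 1.5 times, and another probe set of the accession does. The accession of Tbc1d15 in Table 2 is incomplete, and the brightest probe set was used for it. A dimmer one, whose accession begins with that of the table, had 3.53 and 5.26. The other probe set with the accession of 2510049I19Rik had -3.92 and -8.27, imprecise against C57BL/6J group means under 50, and was not called (adjusted p = 0.229 from limma). Of the 5 entries with such a probe set 3 were called, and through the other one Tsc2 and 2510049I19Rik were not, while the WT folds of Gas5 (11.1) and Tsc2 (1.24) would then differ from the paper's. The dimmer Tbc1d15 probe set was called at 2.11 (adjusted p = 0.0129 from limma) averaged over genotypes, and not without either 129SvJae KO array, C57BL/6J WT replicate 1 or either C57BL/6J KO array (0.0518 to 0.149).

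For Prm1, KO over WT, the paper's fold is 10 in both strains. With signals under 50 raised to 50, here it is at least 27.2 in C57BL/6J lenses, and no alternative closes that gap. In 129SvJae lenses, where 1 of 2 WT signals is under 50, the fold is 13.3 from means of log2 signals and 8.58 from means of signals, close to the paper's and not counted as a difference (4.78 to 37.0 from means of log2 signals with an array left out).

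The paper gives 45 transcripts past the methods' criteria between the strains, and limma at the methods' fold and p counted 147 in WT and 81 in KO lenses. Table 2 is headed as holding for both genotypes. Its footnote marks entries, such as Atp7a, Sf3b5 and Uhmk1 in KO lenses, that missed the methods' p in that genotype. It is therefore not a list of transcripts that pass in both. In both, limma counted 39, of which only 21 are Table 2 entries, so a number near the paper's 45 does not show the same set. In WT or KO lenses 189 passed by limma and 89 by the methods' t-test on log2 signals, both above the paper's number. The methods' t-test gave 49 and 53 in WT lenses (log2 and linear signals) and 42 and 59 in KO lenses. These come within 1.5 times of the paper's number but hold only 3 and 5, and 9 and 10, Table 2 entries, and in both genotypes the t-test counted only 2 and 4. In KO lenses the count also comes within 1.5 times with arrays centred on the median (60), a mean above 100 (64) and leaving out C57BL/6J KO replicate 1 (57), and not with the others. Between WT and KO the paper gives 1 transcript, and the same criteria counted 30 in 129SvJae and 37 in C57BL/6J lenses (30 and 33, and 26 and 25, by the methods' t-test on log2 and linear signals), and 3 in both strains by limma. No alternative closes the gap in either strain alone, and for the count in both strains only limma with all arrays is given. At limma's adjusted p the counts were 0 and 1.

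Of the paper's statements, its discussion has Dbi lower in 129SvJae, while here and in Table 2 its mean signal is higher there. The heat shock protein Hsp25 is given as not included on the chip, while a probe set annotated Hspb1 is in the deposited table. The paper lists Hsp25 among the genes that differ on the basis of real-time PCR, not of the arrays. The paper has the directions in WT and KO lenses alike, which holds for 41 of 42 entries, and for Xist here and in Table 2 it does not. The paper has Prm1 as the only transcript changed in KO lenses, while Gja3 was called lower as well. At the methods' fold of at least 1.8 and an unadjusted limma p of at most 0.01, 29 of the 42 tested Table 2 entries passed in WT lenses. In KO lenses 27 did. Calls here use another and stricter threshold, an adjusted p under 0.05 over all tested probe sets. By that threshold, of the genes the paper gives as different between the strains, 21 of the 42 entries tested are not called by limma averaged over genotypes. Alox15, Sash1, Gnb1 (-0.96, adjusted p = 0.0709) and the entry Gad1 (-1.18, adjusted p = 0.0625, from a probe set annotated Myo5b) are called with the replicate number as a block (adjusted p = 0.0362, 0.0411, 0.0411 and 0.0243), Alox15 also without C57BL/6J WT replicate 1, the entry Gad1 without 129SvJae WT replicate 1 (0.0171), Sash1 also with a mean above 100 and with a robust prior, Hfe and Dbi without 129SvJae WT replicate 1, Dbi, Gatad2a and 6720463E02Rik (adjusted p = 0.00146) with the scan session as a block, 6720463E02Rik also without 129SvJae WT replicate 2, Car2 by the methods' t-test on log2 signals (adjusted p = 0.0391), and Tbc1d15 through another probe set of the accession (adjusted p = 0.0129 from limma). The other entries of Table 2 among them, such as Eif2s2, Me1, Atp7a, Ctbp2 and Xist, are called by no alternative, nor is Sod3.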

Other observations

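The tests of a swapped label, of RNA of C57BL/6J lenses, of RNA of KO or heterozygous lenses and of strain differences that KO lenses lack were chosen only after the result was seen. Interferon response genes had mostly higher means in C57BL/6J lenses, 14 of 17 with a median log2 ratio of 0.80, but the list did not pass camera (adjusted p = 0.151, and 0.754 with an estimated correlation) except without 129SvJae WT replicate 1 (0.0312). Rsad2, an antiviral protein induced by interferon, was called at 2.73 (SE 0.45, adjusted p = 0.0129) from limma, and 3 of its 4 129SvJae signals are under 50, so the size is imprecise, and with signals under 50 set to 50 the ratio was 2.25 (adjusted p = 0.0344). It lost the call without 129SvJae KO replicate 2, C57BL/6J WT replicate 1 or either C57BL/6J KO array (0.0781 to 0.148), without a variance trend (0.194) and by the methods' t-test on log2 (0.266) and linear signals (0.394). Of the unfolded protein response 1 of 19 genes was called, Ppp1r15a (Myd116), which brings a phosphatase to eIF2α, at 1.49 (SE 0.29, adjusted p = 0.0496), lost without 129SvJae WT replicate 1, either 129SvJae KO array, C57BL/6J WT replicate 2 or either C57BL/6J KO array (0.0660 to 0.248), after quantile normalization (0.0606), with arrays centred on the median (0.320), with a floor of 50 (0.0686), without a level filter (0.112), with a mean above 100 (0.0706), without a variance trend (0.602) and by the methods' t-test on log2 (0.338) and linear signals (0.536). F2r, a thrombin receptor, was lower in C57BL/6J at -1.02 (SE 0.17, adjusted p = 0.0178) from limma through its brightest probe set, while the 2 others had -0.12 and 0.16. The call was lost without 129SvJae WT replicate 1, either 129SvJae KO array, either C57BL/6J WT array or either C57BL/6J KO array (0.0553 to 0.120), with arrays centred on the median (0.110), without a variance trend (0.509) and by the methods' t-test on log2 (0.118) and linear signals (0.312).

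Marker lists of other cell types were not called between the strains by camera. The medians were -0.46 (adjusted p = 0.322) for red blood cells (5 of 5 lower in C57BL/6J), -0.60 (adjusted p = 0.322) for macrophages and leukocytes, -0.21 (adjusted p = 0.351) for retina, 0.24 (adjusted p = 0.984) for blood vessels, -0.30 (adjusted p = 0.351) for cornea and -0.21 (adjusted p = 0.566) for skeletal muscle. Between KO and WT lenses, red blood cell markers had 0.45 (adjusted p = 0.757), glycolysis 0.11 (adjusted p = 0.388) with 13 of 16 higher, and cytosolic ribosomal proteins -0.09 (adjusted p = 0.540) with 25 of 34 lower, none past camera with all arrays (glycolysis passed without 129SvJae WT replicate 2, adjusted p = 2.55e-04, and had 0.882 with an estimated correlation over all arrays).

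129SvJae WT replicate 1 lies between WT and KO arrays for Prm1 and Gja3. A swap with a KO array is argued against, since its Prm1 signal was 28.9% of the lowest KO array's. RNA of C57BL/6J lenses is argued against too. On this array the called strain probe sets lay at a median of -0.235% of the way from 129SvJae to C57BL/6J. They were called in a fit that includes this array, which favors a position near 129SvJae and limits that argument. Spread between single arrays stays open. Of 940 probe sets of similar signal, 1.06% differed as much between the 129SvJae WT arrays as Gja3 (by 1.62 on the log2 scale). Of 1549 near Prm1, 0.129% differed as much as Prm1 (4.74). These shares do not settle it, because the array was singled out for its Prm1 and Gja3 signals. Prm1 was also close to background in 129SvJae WT replicate 2 (14.5). Gja3 was lower in replicate 1 of C57BL/6J WT too (1968 against 3274 in replicate 2). Some RNA of KO or heterozygous lenses in the sample of 129SvJae WT replicate 1 stays open as a hypothesis. The KO shares were 24.0% from Prm1 and 58.0% from Gja3, which lie 34.0 percentage points apart.

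For the KO effect averaged over strains, counting splits does not settle whether chance explains the calls. Of 35 splits into 4 and 4, 2 gave at least as many calls, the genotype split with 1 and the strain split with 52, which is a real structure of the samples, and the 33 others gave 0. With the strain as a covariate, of 18 splits that balance the strains the genotype split gave 2 and the others 0, too few splits for a share under 0.05.

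One hypothesis was that 129 sequence carried with the targeted allele into the C57BL/6J KO line removes strain differences near Gja3. Of 143 genes within 20 Mb, 4.20% had an interaction of strain and genotype of any kind at an unadjusted p under 0.05, against 1.92% of 7019 others (Fisher's exact test, 2-sided p = 0.0626), which leaves it open. The test fits the hypothesis poorly. Of the 6 neighbours behind it, the difference of Ang2 and of Cma1, with signals close to background, turned round in KO lenses. That of Fdft1 changed sign and was larger there (log2 ratio 0.19 in WT and -0.67 in KO lenses). The others changed sign too, to ratios smaller in size than in WT lenses. None of the neighbours was called between the strains without the block. With the replicate number as a block 1 was, in WT lenses, and the lowest interaction p adjusted over the neighbours was 0.0411, against 0.234 without it. Counting only strain differences of WT lenses that KO lenses lack, 2.10% of the neighbours had one against 0.912% of the others (exact p = 0.149). Within 10 Mb the share with any interaction was 6.12% (exact p = 0.0125), within 40 Mb 2.88% (exact p = 0.306), and with the replicate number as a block 5.59% (exact p = 0.156).

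Another hypothesis was testis or sperm RNA as the source of Prm1 in KO lenses. The other haploid germ cell genes argue against it, with a median log2 KO effect of -0.23: Prm2 -0.55 (signals under 50), Tnp1 -0.18, Tnp2 -0.54, Odf1 -0.11, Akap4 -0.28 and Smcp 0.24.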
